A study of Mus musculus with 20 samples. Its data were reported in "Increased dosage of DYRK1A leads to congenital heart defects in a mouse model of Down syndrome" (2024).

How the data were processed

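Hearts were dissected from mouse embryos at embryonic day 13.5 (E13.5), snap frozen and extracted for total RNA, and poly(A)-selecting mRNA libraries were sequenced on an Illumina HiSeq instrument. The series held 20 libraries in 4 groups of 5: Dp3Tyb hearts, wild-type (WT) hearts labelled as controls of Dp3Tyb, Ts1Rhr hearts, and WT hearts labelled as controls of Ts1Rhr. The genotype label of each library gave its group. The control labels carry only an initial of the strain, and these were read as the littermates that the series description names. The labels of Ts1Rhr replicates 1 and 2 name heart defects and those of the other 3 Ts1Rhr hearts name none, while the study describes the strain as free of them, so all 5 were kept as 1 group by genotype. Replicate numbers were given in the order in which the libraries were listed and only name a library, so no library was paired with another. A strain with its own littermates is called a cohort here.

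The authors deposited 1 table with 48795 Ensembl mouse genes and 20 columns of normalised expression values, a signal in units of reads divided by a library factor, which is neither a raw count nor scaled to a fixed total. The labels and the main text of the study do not describe the alignment and counting of reads, so the aligner, the counting program, its annotation and its use of strand are not known here, and the study's supplementary methods were not used here. The main text names GRCm39 for its gene lists and coordinates. The values were tested for their construction. In each library 100% of the values were whole multiples of 1 step, so whole reads could be recovered, and the steps equalled median-of-ratios size factors recomputed from these reads over all 20 libraries to within a relative difference of 3.66e-15. The authors therefore scaled all 20 libraries together, and values can be compared between cohorts. The authors applied no filter on low genes, since 21705 genes were at 0 in all libraries.

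Recovered reads summed to between 6.60 and 19.6 M reads (mega, M) per library (size factors from 0.341 to 1.38). At that depth between 17853 and 21275 genes had at least 1 read. Reads per gene are counts of fragments amplified by PCR without molecular identifiers, so their counting error is a lower limit of the true error. Symbols, positions and transcript lengths were taken from the GENCODE vM39 annotation of the GRCm39 assembly, which held 44565 of the 48795 identifiers (91.3%). The positions given here are GRCm39 positions from that annotation and were not part of the deposited table.

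Because the deposited values are normalised, the main test was limma (version 3.58.1, R 4.3.3) on log2(value + 1), fitted to the 10 libraries of a cohort with a trended, robust prior, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes needed a value of at least 10 in at least 5 of the libraries fitted. A log2 fold change is a difference between group means of log2(value + 1). For low genes it can be smaller or larger than the change fitted to whole reads. The study itself tested each strain with DESeq2. That test (version 1.42.0) and the quasi-likelihood test of edgeR (version 4.0.16) were run on the recovered whole reads as alternatives, and an adjusted p-value that DESeq2 left undefined was not counted as a call. Strains were compared by an interaction contrast in a limma fit of all 20 libraries.

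The study gives the ends of both duplications, the numbers of genes in 3 copies and the names of the genes in 3 copies in Dp3Tyb only, and the other names were written by hand as protein-coding genes between those ends: 39 protein-coding genes in Dp3Tyb, of which 31 are in 3 copies in Ts1Rhr as well and 8 are not. Both lists were first written with Mx2 in 3 copies in both strains and without Itgb2l, and were corrected after the values had been seen, so that they match the numbers and names that the study gives. Itgb2l is not named by the study's text. Values under the lists as first written are given with the other alternatives. Each list was summarised by the median log2 fold change of its genes and tested by the per-library mean of log2 value minus the gene mean, in an exact permutation test over the 252 ways of splitting 10 libraries into 5 and 5 (2-sided, smallest possible p = 0.00794).

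Gene sets were lists of symbols written by hand before the data were examined, since the Hallmark collection was not used here: nuclear-encoded and mitochondrially encoded oxidative phosphorylation genes, the tricarboxylic acid cycle, mitochondrial and cytosolic ribosomal proteins, E2F targets, S phase, G2 and M phase, MYC-driven growth, hypoxia, interferon response, matrix and mesenchyme, and markers of cardiomyocytes, endothelium, epicardium, erythroid cells, macrophages, lung and foregut, and liver. Of the 94 nuclear-encoded oxidative phosphorylation symbols 79 matched the annotation, and of the 194 E2F targets 187 did. Sets with at least 8 genes tested were ranked by preranked enrichment with fgsea (version 1.28.0) on the moderated statistic, with the 3-copy region left out of the ranking. This gave 18 sets per strain, and the liver markers were too few. Because such an enrichment test treats genes as replicates, each set was also scored per library as above and tested by exact permutation, and tested with camera (inter-gene correlation of 0.01 or estimated) and fry in limma. Differences between strains in a score were tested over the 63504 permutations of genotype within both cohorts.

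Genes named in the text were chosen by a rule fixed before the data were examined: genes that the study discusses (Dyrk1a, Setd4, Cbr1, Kcnj6, Ccnd1, Ccnd2 and Ccnd3), the 3 highest and 3 lowest 3-copy genes of each strain, up to 5 genes per direction with the smallest adjusted p-value under 0.05 outside the 3-copy list where the groups did not overlap, and Xist with the Y-linked genes. Other genes named, among them those behind counts of 5 or fewer, were chosen after their values had been seen. The gene sets, the tests and the alternatives were also fixed before the data were examined, except for a mitochondrial term, the removal of libraries with over 10% mitochondrial reads and the first version of the 3-copy lists, which were added later. The other alternatives were pseudocounts of 0.1 and 5, no filter and a mean value of at least 100, quantile normalisation, median-ratio rescaling, a fit of all 20 libraries, pooled WT controls, array weights, terms for sex and for ribosomal protein genes, a transcript length correction, a plain prior, edgeR, DESeq2, other set tests and rankings, and leaving out each library.

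The tests were tried on simulated counts drawn from the means and depths of the real libraries. With 200 genes changed 1.5-fold, limma recovered 32% of the 197 that passed the filter, with 5.97% false calls. With 2-fold changes it recovered 84.3%, with 6.21% false calls. DESeq2 recovered 35.0% and 85.8%, with 12.7% and 12.9% false calls. In data without any change, limma and edgeR called 0 of 14606 genes and DESeq2 called 4. A simulated shift of -0.1 in a set of 79 genes gave a score difference of -0.10 (exact p = 0.00794). The genes were drawn independently of one another, while genes of a real set can move together. The run therefore does not show that the test by library would detect such a shift in these hearts.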

Results

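Transcriptomes of whole embryonic mouse hearts, collected at E13.5 while the chambers are still being divided, were measured by RNA sequencing. Dp3Tyb and Ts1Rhr are mouse models of Down syndrome that carry an extra copy of part of the chromosome 16 region orthologous to human chromosome 21. The Ts1Rhr segment is shorter and lies within the Dp3Tyb segment. Heart defects have been described in Dp3Tyb embryos and not in Ts1Rhr embryos, so the comparison of both strains asks which expression changes go with the defects. Each strain was compared with its own WT littermates, with 5 hearts in each of 4 groups.

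Libraries held 16.8 ± 2.59 M reads (M, mega) in Dp3Tyb and 15.1 ± 5.60 M reads in its WT littermates (SD, n = 5 each). They held 16.7 ± 2.14 M reads in Ts1Rhr and 14.7 ± 3.23 M reads in its WT littermates (SD, n = 5 each). The shallowest library was WT replicate 5 of the Dp3Tyb cohort, with 6.60 M reads. Levels of Xist and of Y-linked genes identified 3 female and 2 male hearts in every group, so sex was balanced. No pair of libraries within a group was alike within counting noise, since the mean chi-square per gene was between 4.62 and 183 over 40 pairs. The first and second principal components held 32.9% and 15.7% of the variance of 15348 genes.

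Mitochondrially encoded transcripts took between 4.85% and 19.5% of the reads. The share was over 10% in 7 libraries: WT replicate 5 (19.5%) and Dp3Tyb replicate 5 (15.5%) in the Dp3Tyb cohort, and in the Ts1Rhr cohort WT replicates 1 (11.8%), 2 (10.5%) and 4 (17.2%) and Ts1Rhr replicates 1 (11.6%) and 2 (13.1%). The share fell with total reads over the 20 libraries (Spearman's rho = -0.615, permutation p = 0.00472, adjusted p = 0.0236 over 5 relations tested; Pearson's r = -0.824, permutation p = 1e-04). Without the 2 libraries farthest from the median depth, r was -0.598. Within the Dp3Tyb cohort rho was -0.467 (permutation p = 0.179) and r was -0.837 (permutation p = 0.0197). Within the Ts1Rhr cohort rho was -0.552 (permutation p = 0.105) and r was -0.828 (permutation p = 0.00308). The rank relation was thus past the threshold in all libraries together and not within either cohort.

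**Figure D1:**
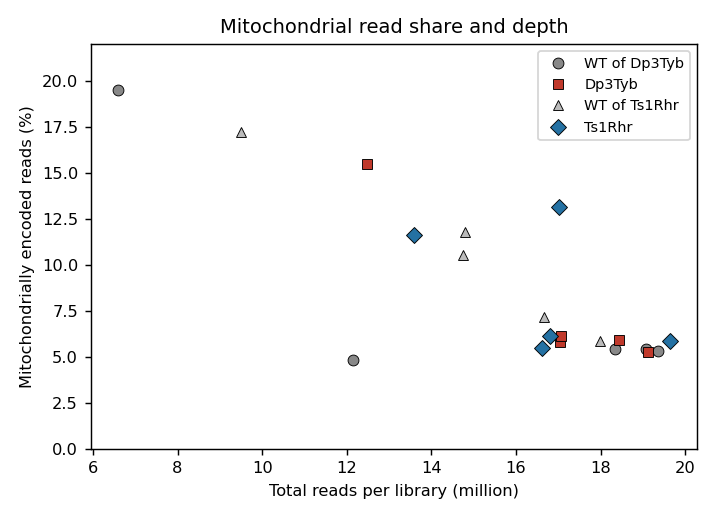
Share of reads from mitochondrially encoded genes (%) against total reads, from 6.60 to 19.6 M reads, in each of the 20 libraries, with 1 point per heart and a symbol per group. The 7 libraries over 10% come from all 4 groups, and the shallowest library (6.60 M reads) has the highest share (19.5%).

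Expression of the genes in 3 copies was examined first, because it checks the genotype labels. The 39 listed genes lie on chromosome 16 between positions 93380340 and 97763836 (GRCm39). In Dp3Tyb hearts 28 of the 39 were expressed highly enough to be tested, and all 28 were higher than in WT littermates. Their median log2 fold change was 0.52 (1.43-fold; quartiles 0.46 and 0.64), against -0.0028 for the 14735 other genes. The mean level of the list was higher in all 5 Dp3Tyb hearts than in any WT heart (exact permutation p = 0.00794, the smallest possible). Of the 28 genes, 7 had an adjusted p-value under 0.05 in limma over all genes tested, and 24 did when adjusted over the list alone. The groups did not overlap for 16 of the 28 genes, where chance gives 0.794% in either direction. The alternative that moved the median most was leaving out libraries with over 10% mitochondrial reads, which gave 0.58.

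In Ts1Rhr hearts 21 of the 31 genes in 3 copies were tested, and 20 were higher than in WT littermates. The median log2 fold change was 0.51 (1.42-fold; quartiles 0.39 and 0.56), and the list was again higher in every mutant heart than in any WT heart (exact permutation p = 0.00794). In limma 4 of the 21 had an adjusted p-value under 0.05 over all genes, and 18 did when adjusted over the list alone. The groups did not overlap for 12 genes. The exception was Sim2, which was lower in Ts1Rhr (log2 fold change -0.99 ± 0.78, SE) and higher in Dp3Tyb (2.42 ± 1.06). On whole reads Sim2 changed less, by -0.24 (edgeR) and -0.28 (DESeq2) in Ts1Rhr and by 1.11 and 1.16 in Dp3Tyb. Its value was near 0 in some libraries and moved with markers of lung and foregut among hearts of the same genotype (Spearman's rho = 0.926, permutation p = 1e-05; Pearson's r = 0.936, permutation p = 1e-05, the smallest that these permutations can give). That relation held within the Dp3Tyb cohort (rho = 0.912, permutation p = 6e-04) and the Ts1Rhr cohort (rho = 0.903, permutation p = 0.00082), and without the 2 farthest libraries (r = 0.947). It was 1 of 9 relations computed for 3 genes, with an adjusted p-value of 9e-05.

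**Figure D2:**
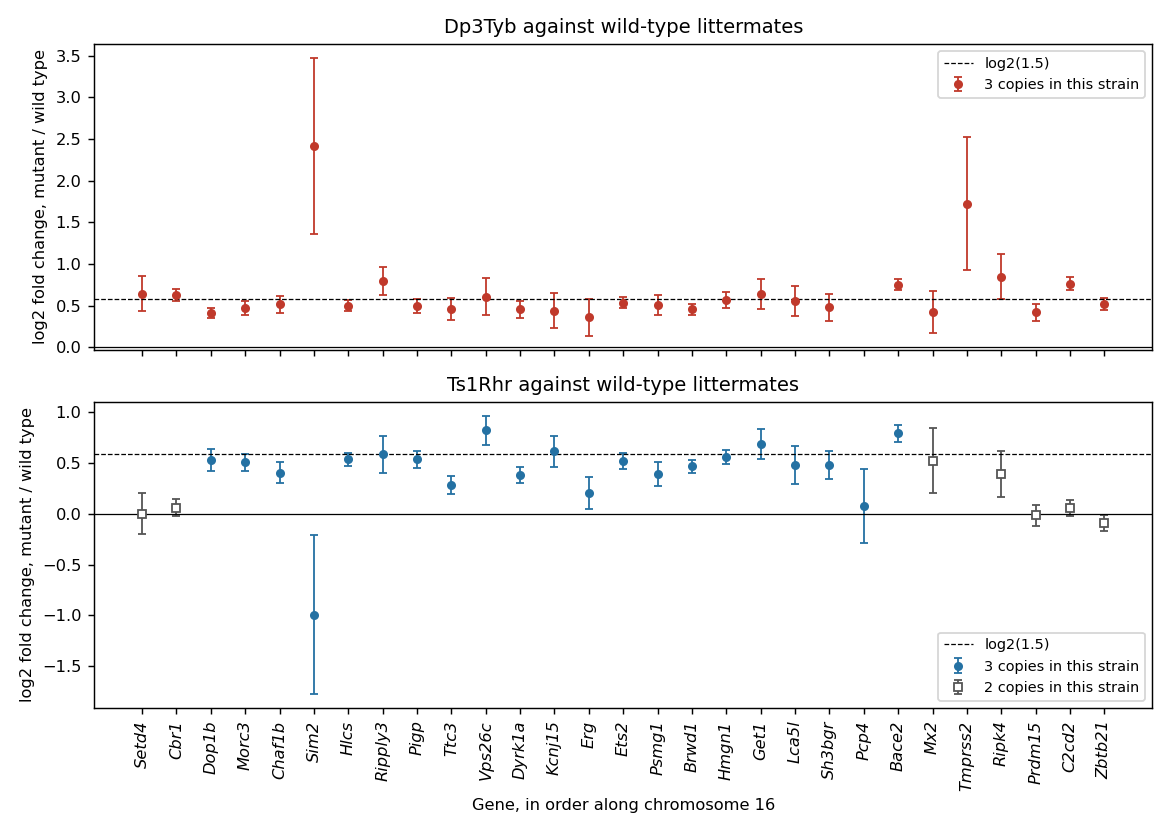
Log2 fold change (mutant against WT littermates, limma) of each tested gene of the duplicated region, in order along chromosome 16, with bars for the standard error. Filled circles are genes in 3 copies in that strain and open squares are genes in 2 copies; the medians of the filled circles are 0.52 in Dp3Tyb and 0.51 in Ts1Rhr, and Sim2 lies apart in both (2.42 and -0.99).

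Beside Sim2, the highest 3-copy genes in Dp3Tyb were Tmprss2 (1.72 ± 0.80) and Ripk4 (0.85 ± 0.27), and the lowest were Prdm15 (0.42 ± 0.10), Dop1b (0.41 ± 0.06) and Erg (0.36 ± 0.22). On whole reads the change of Tmprss2 was 1.03 in edgeR and 0.99 in DESeq2. Tmprss2 also followed the lung and foregut markers (rho = 0.807, permutation p = 6e-05; r = 0.908, permutation p = 1e-05), within the Dp3Tyb cohort (rho = 0.912, permutation p = 0.00056) and within the Ts1Rhr cohort (rho = 0.721, permutation p = 0.0235). In Ts1Rhr the highest were Vps26c (0.82 ± 0.14), Bace2 (0.79 ± 0.08) and Get1 (0.69 ± 0.14), and the lowest beside Sim2 were Erg (0.21 ± 0.16) and Pcp4 (0.08 ± 0.37). Get1 overlaps Lca5l on the opposite strand, and since the use of strand in counting is not stated its value is uncertain. Reads of C2cd2 and Zbtb21, which overlap on the same strand between positions 97744557 and 97763798 of chromosome 16, could likewise have been assigned to either gene.

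Dyrk1a (ENSMUSG00000022897, chromosome 16, 94369804 to 94496380) is in 3 copies in both strains. Its normalised value was 2624 ± 323 in Dp3Tyb and 1910 ± 224 in WT littermates (SD, n = 5 each), a log2 fold change of 0.46 ± 0.10 (SE; limma adjusted p = 0.478). In Ts1Rhr it was 2576 ± 159 against 1985 ± 228 (SD, n = 5 each), a log2 fold change of 0.38 ± 0.08 (limma adjusted p = 0.415). In both strains the groups did not overlap, and DESeq2 on whole reads gave adjusted p-values of 0.0140 and 0.0138. Over all alternatives the adjusted p-value ranged from 3.9e-05 to 1.0 in Dp3Tyb and from 0.00051 to 0.909 in Ts1Rhr. Between the strains the change differed by 0.08 ± 0.13 (limma adjusted p = 1.0). Kcnj6, also in the region, had between 0 and 2 reads per library, so no change was detectable at this depth.

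The 8 genes in 3 copies in Dp3Tyb alone were compared between the strains, since these genes separate the strain with heart defects from the strain without. Their mean log2 level was 0.75 higher in Dp3Tyb than in WT littermates (exact permutation p = 0.00794). In Ts1Rhr, where Tmprss2 was too low to be tested, the mean of the other 7 genes was 0.13 higher than in WT littermates (exact permutation p = 0.262). Of these, Mx2 (0.52 ± 0.32, SE) and Ripk4 (0.39 ± 0.23) were highest, and the others lay between -0.09 and 0.06. With all 8 genes, as in the comparison of strains, the Ts1Rhr value was 0.042 (exact permutation p = 0.786). The difference between strains was 0.71 (exact permutation p = 0.0220), and it was 0.35 (exact permutation p = 0.140) with the lung and foregut marker score held constant. It was 0.96 at a pseudocount of 0.1. Tmprss2, with few reads in every library, differed by 2.31 ± 1.18 (SE) between strains and raised this mean. Single genes were compared in the interaction contrast of limma, where 2 of 15348 genes passed: C2cd2 (0.71 ± 0.11, adjusted p = 0.0292) and Zbtb21 (0.61 ± 0.10, adjusted p = 0.0358). No gene outside the region passed, and 234 genes had an unadjusted p under 0.05. No gene passed without a filter, with a sex term or with the transcript length correction. In the fits that each left out 1 library, C2cd2 was lost in 11 of 20 and Zbtb21 in 16 of 20. Cbr1 was 525 ± 35.9 in Dp3Tyb and 337 ± 18.9 in WT (SD, n = 5 each; log2 fold change 0.64, limma adjusted p = 0.0126), and in Ts1Rhr it changed by 0.06 (limma adjusted p = 0.829). Its difference between strains was 0.58 ± 0.10 (limma adjusted p = 0.101), and over 15 alternatives the adjusted p-value ranged from 0.000218 to 0.589. It passed with DESeq2 (adjusted p = 0.000218), array weights (0.0370) and a mitochondrial term (0.0171), and in limma without WT replicate 2 of the Ts1Rhr cohort (adjusted p = 0.0498). Setd4 was 0.64 ± 0.21 higher in Dp3Tyb (limma adjusted p = 1.0) and its difference between strains was 0.65 ± 0.29 (limma adjusted p = 1.0).

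Genes across the genome were then compared between mutant and WT hearts. In Dp3Tyb 8 of 14763 genes passed in limma, 7 higher and 1 lower, and 413 (2.80%) had an unadjusted p under 0.05. The higher genes all lie in the duplicated region. Outside it, Ky (ENSMUSG00000035606, chromosome 9) was lower, with 55.9 ± 13.2 against 129 ± 20.8 (SD, n = 5 each; log2 fold change -1.21 ± 0.17, SE; limma adjusted p = 0.0415) and no overlap between groups. Its adjusted p-value ranged from 5.2e-07 (DESeq2) to 0.172 (without WT replicate 4). In Ts1Rhr 4 of 14867 genes passed, all higher and all in the region: Bace2 (limma adjusted p = 0.0067), Hlcs and Hmgn1 (both 0.0193) and Brwd1 (0.0238). No gene outside the region passed, and 821 genes (5.52%) had an unadjusted p under 0.05. Ky changed by -0.90 ± 0.20 in Ts1Rhr (limma adjusted p = 0.455; DESeq2 adjusted p = 0.0178), also with no overlap between groups. Its difference between strains was -0.31 ± 0.27 (limma adjusted p = 1.0).

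The number of genes past the threshold depended on the test and on single libraries. In Dp3Tyb edgeR called 9 genes and DESeq2 called 34, of which 18 were outside the region. In Ts1Rhr edgeR called 4 and DESeq2 called 25, of which 14 were outside. Both tests called all 8 and all 4 genes that limma called. Array weights moved the Dp3Tyb count most, to 57. Leaving out 1 library moved it by more than 1.5-fold in 9 of 10 fits, from 2 genes (without WT replicate 1, for example) to 13 (without WT replicate 5). Bace2 and C2cd2 passed in all 10 of these fits. A mitochondrial term moved the Ts1Rhr count most, to 27, and leaving out 1 library gave from 1 gene (without WT replicate 2, for example) to 6 (without WT replicate 5). Bace2 passed in all 10 fits, while Hlcs was lost in 7, Hmgn1 in 6 and Brwd1 in 8. At this number of hearts limma recovered 32% of 1.5-fold changes in simulated data, so most single genes with changes of that size would not pass.

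The study examined D-type cyclins in connection with proliferation, as proteins. It compared hearts of Dp1Tyb, a model with a longer duplication, with and without the extra copy of Dyrk1a. CCND2 was lower with the extra copy, and lower CCND1 and CCND3 did not pass. The study proposes that CCND2 is phosphorylated and degraded. RNA levels in other strains against WT, as here, do not test that. Ccnd1 changed by -0.12 ± 0.06 in Dp3Tyb, Ccnd2 by -0.01 ± 0.06 and Ccnd3 by 0.04 ± 0.20 (limma adjusted p = 1.0 each). In Ts1Rhr the changes were -0.08 ± 0.08, 0.04 ± 0.07 and 0.21 ± 0.12 (limma adjusted p = 0.795, 0.872 and 0.795). Under at least 1 alternative the direction turned for Ccnd2 in both strains, Ccnd3 in Dp3Tyb and Ccnd1 in Ts1Rhr.

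Oxidative phosphorylation was tested as a set because lower expression of these genes was described in hearts with defects. Nuclear-encoded genes of the set were lower in Dp3Tyb by enrichment (79 genes, NES = -1.43, adjusted p = 0.0325 over 18 sets; 59 of 79 lower). The set score per library differed by -0.04, or -2.41%, and 3 of 5 Dp3Tyb hearts were below the WT mean (exact permutation p = 0.508). Within each group the SD of the score was 0.11 in Dp3Tyb and 0.05 in WT. With camera the set did not pass (adjusted p = 0.0588), nor with fry (0.686). In Ts1Rhr the NES was 1.34 (adjusted p = 0.0777) and the score differed by 0.03, with 3 of 5 hearts below the WT mean (exact permutation p = 0.659). The difference between strains in the score was -0.07 (exact permutation p = 0.414, adjusted p = 0.932), although enrichment on the interaction statistic, with genes as replicates, gave an NES of -2.20 (adjusted p = 1.9e-05). Array weights moved the Dp3Tyb value most, to an NES of 1.07. Without Dp3Tyb replicate 5 the NES was -0.604 and without Dp3Tyb replicate 2 it was -2.07, and without libraries of over 10% mitochondrial reads it was 0.744. In Ts1Rhr it was -1.33 without Ts1Rhr replicate 3 and 2.03 without Ts1Rhr replicate 5. The mitochondrially encoded genes had an NES of -0.926 in Dp3Tyb (score difference 0.01, exact permutation p = 0.992) and -1.94 in Ts1Rhr (score difference -0.42, exact permutation p = 0.397).

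Proliferation sets were lower in both strains. E2F targets had an NES of -3.16 in Dp3Tyb (adjusted p = 1e-34) and -3.04 in Ts1Rhr (adjusted p = 2.5e-24), with 174 and 154 of 187 genes lower. The score differed by -0.10 in Dp3Tyb (exact permutation p = 0.00794) and by -0.10 in Ts1Rhr (exact permutation p = 0.0317), and all 5 hearts of each strain were below the mean of their WT littermates. Over the 18 sets, the adjusted permutation p-value was 0.143 in both strains. A single set at the smallest possible p (0.00794) cannot pass this adjustment. S phase genes differed by -0.13 in Dp3Tyb and -0.14 in Ts1Rhr (exact permutation p = 0.0238 each; NES = -2.69 and -2.79). Genes of G2 and M phase differed by -0.14 in Dp3Tyb (exact permutation p = 0.0238) and -0.12 in Ts1Rhr (exact permutation p = 0.0873). The E2F call held in camera at a correlation of 0.01 and was lost at an estimated correlation (adjusted p = 0.0593 and 0.181) and in fry (0.0859 and 0.106). In fry, S phase in Ts1Rhr passed (adjusted p = 0.0436). Between strains the E2F score differed by -0.0035 (exact permutation p = 0.958). The transcript length correction moved the Dp3Tyb score most, to -0.13. The Ts1Rhr score lost the threshold in 6 of the 10 fits that left out 1 library, for example without Ts1Rhr replicate 5 (-0.08, exact permutation p = 0.0635).

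**Figure D3:**
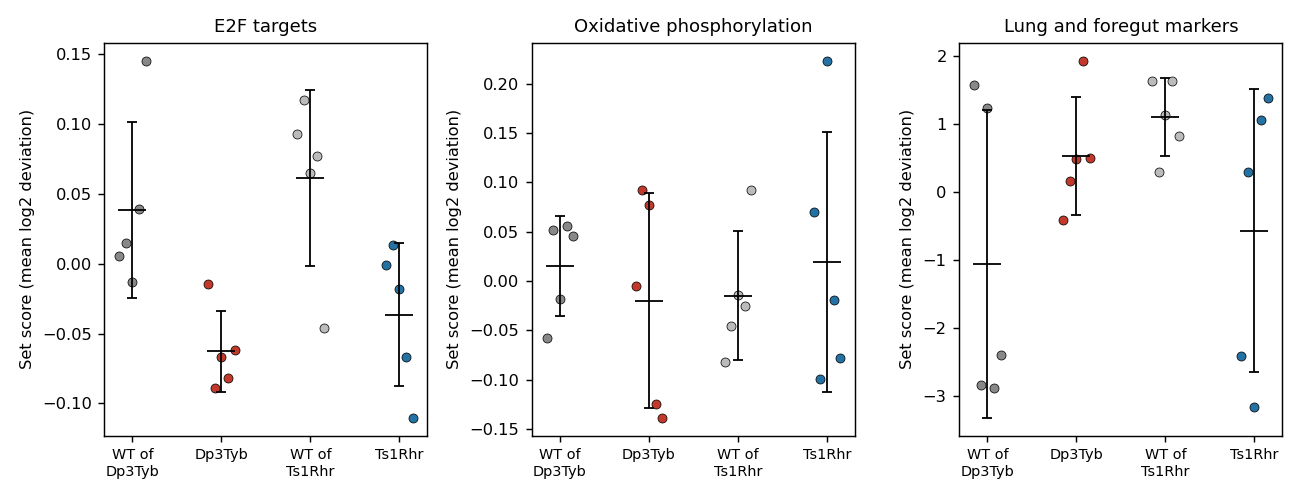
Set score of each library (mean over the genes of log2 value minus the gene mean) for E2F targets, nuclear-encoded oxidative phosphorylation genes, and lung and foregut markers, with 1 point per heart and the mean ± SD of each group of 5. The E2F score is lower in both mutant groups by 0.10, the oxidative phosphorylation scores overlap in both cohorts, and the marker score spreads widely within groups.

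Of the 16 other sets, 12 passed by enrichment in each strain. Interferon response genes had an NES of 1.89 in Dp3Tyb and 2.65 in Ts1Rhr, and matrix and mesenchyme genes 2.0 and 2.44. Macrophage markers had an NES of 1.96 and 2.07. In the test by library, the interferon score differed by 0.13 in Dp3Tyb (exact permutation p = 0.246) and 0.24 in Ts1Rhr (exact permutation p = 0.0873). The matrix score differed by 0.08 (exact permutation p = 0.135) and 0.10 (exact permutation p = 0.0317), and the macrophage score by 0.28 (exact permutation p = 0.0556) and 0.23 (exact permutation p = 0.0635). The Ts1Rhr matrix score missed the threshold in 5 of 15 alternatives and in 6 of 10 fits that left out 1 library. The epicardial score differed by 0.06 (exact permutation p = 0.317) and 0.14 (exact permutation p = 0.0159), with all 5 Ts1Rhr hearts above the mean of their WT littermates, and the endothelial score by 0.0056 (exact permutation p = 0.944) and 0.10 (exact permutation p = 0.0397). None of the 18 sets passed in either strain after adjustment of the permutation p-values, where the smallest was 0.143. A single set at the smallest possible p (0.00794) cannot pass over 18 sets, so the number of hearts largely fixed this outcome. NES values for the remaining sets in Dp3Tyb and Ts1Rhr were -1.82 and -0.536 for mitochondrial ribosomal proteins, 1.09 and -1.40 for cytosolic ribosomal proteins, -1.84 and 0.864 for the tricarboxylic acid cycle, -1.42 and 0.853 for MYC-driven growth, and -0.800 and 1.81 for hypoxia. For cell type markers they were -1.64 and -0.747 in cardiomyocytes, 1.02 and 1.84 in endothelium, 1.51 and 1.62 in epicardium, and 1.62 and 1.83 in erythroid cells. Under at least 1 alternative the direction turned in Dp3Tyb for hypoxia, both ribosomal sets, mitochondrially encoded genes and the cardiomyocyte, endothelial and erythroid markers, and in Ts1Rhr for hypoxia, both ribosomal sets, the tricarboxylic acid cycle, MYC-driven growth and the cardiomyocyte markers.

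Lung and foregut markers moved in opposite directions, with an NES of 2.05 in Dp3Tyb and -2.25 in Ts1Rhr. Their score differed by 1.59 in Dp3Tyb (exact permutation p = 0.167) and by -1.67 in Ts1Rhr (exact permutation p = 0.143). Over the alternatives the score difference ran from 0.51 to 2.37 in Dp3Tyb and from -2.22 to -0.59 in Ts1Rhr. Leaving out 1 library gave from 1.14 to 2.18 and from -2.16 to -1.02, and it passed in 1 of these fits, in Ts1Rhr (exact permutation p = 0.0476). Between strains the score differed by 3.27 (exact permutation p = 0.0331, adjusted p = 0.595 over 18 sets). Across the 14578 genes outside the region, log2 fold changes in both strains had a Pearson's r of 0.02 (permutation p = 0.901) and a Spearman's rho of 0.30 (permutation p = 0.267, 100 permutations of genotype within the cohorts). These are correlations across genes, which are not independent replicates.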

Values the study reported

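The study described an extra copy of 39 protein-coding genes in Dp3Tyb mice and of 31 genes in Ts1Rhr mice. In hearts of Dp1Tyb mice, a further model with a longer duplication, it reported that genes in 3 copies rose by about 1.5-fold. It reported lower expression of oxidative phosphorylation genes in Dp3Tyb hearts but not in Ts1Rhr hearts, and lower expression of 3 proliferation gene sets in Dp3Tyb hearts, of which 2 were also lower in Ts1Rhr hearts.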

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

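The relation of single genes to the mitochondrial read share, the relations to lung and foregut markers (except the one to depth) and the tests of mitochondrial share against depth, genotype and order of listing were chosen after the results they bear on had been seen. The counts over other splits of the samples and the relation of the marker score to depth were set out beforehand.

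A heart far from the other 4 of its group was found in 14 of 136 groups of values, where about 1 in 20 groups, or 6.8, would be found by chance. Of the 14, 10 belong to Dp3Tyb replicate 5 and WT replicate 5 of the same cohort, which also held the highest mitochondrial read shares of their groups. The share was 19.5% in WT replicate 5 against 4.85% to 5.42% in the other WT hearts of that cohort, and 15.5% in Dp3Tyb replicate 5 against 5.23% to 6.15% in the other Dp3Tyb hearts. Genotype as the source of the varying share is argued against, because hearts of 1 genotype differed by this much while the mitochondrially encoded score did not differ between genotypes in either strain (smaller exact permutation p = 0.397). Depth stays open: the share fell with total reads (Spearman's rho = -0.615, permutation p = 0.00472), and WT replicate 5 is the shallowest library. Within cohorts the rank relation did not pass. Pearson's r did, at -0.837 in the Dp3Tyb cohort (permutation p = 0.0197) and -0.828 in the Ts1Rhr cohort (permutation p = 0.00308). Low depth does not by itself raise a share of reads, so a common source of both, such as the quality or amount of RNA, may lie behind the relation. RNA quality was not measured in these data. In the order in which the libraries are listed, which alternates WT and mutant hearts, 6 of the 7 libraries with over 10% mitochondrial reads follow one another across both cohorts (permutation p = 0.00266 for a run of 6 or longer). A step of handling that follows this order is a candidate source, and the labels give no batch to test it further.

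The same pair of libraries stood apart for several single genes. Dyrk1a had a value of 3196 in Dp3Tyb replicate 5 against 2403 to 2529 in the other Dp3Tyb hearts. Ccnd3 was 2452 in WT replicate 5 against 4442 to 4871. Erg was 837 in WT replicate 5 against 407 to 518, and 1018 in Dp3Tyb replicate 5 against 550 to 634. Vps26c was 276 in WT replicate 5 against 540 to 565, and 491 in Dp3Tyb replicate 5 against 780 to 855. Get1 was 338 in WT replicate 5 against 614 to 628, and Hlcs was 379 against 331 to 343. In the other cohort, Ccnd3 was 2881 in WT replicate 4, the WT heart with the highest mitochondrial share there (17.2%), against 3781 to 4066. Dyrk1a, Ccnd3, Erg, Vps26c, Get1 and Hlcs, each signed as in the Dp3Tyb cohort, were averaged and compared with the mitochondrial share among the 10 libraries of the Ts1Rhr cohort, where the genes had not been picked except for Ccnd3. They followed the share closely (Spearman's rho = 0.952, permutation p = 9e-05; Pearson's r = 0.941, permutation p = 3e-05; r = 0.881 without the 2 farthest libraries). Erg (rho = 0.903) and Dyrk1a (rho = 0.830) rose with the share, and Vps26c (rho = -0.939), Get1 (rho = -0.915) and Ccnd3 (rho = -0.818) fell with it, as in the Dp3Tyb cohort. Hlcs did not share the direction it had there (rho = -0.285). This was the only such relation tested. A property of the library that goes with the mitochondrial share may therefore account for these distant values, apart from that of Hlcs. A biological difference between these embryos, such as age within the day of dissection, stays open and was not tested. Ts1Rhr replicates 1 and 2, the Ts1Rhr hearts with a high share (11.6% and 13.1%, against at most 6.12% in the others), are also those whose labels name heart defects. The label and the share cannot be separated within that group, but 4 of 5 Dp3Tyb hearts, all labelled with defects, had a low share, and 4 WT hearts had a high one. The study scored defects in older embryos and describes none in Ts1Rhr. Whether the labels record defects seen in these hearts is therefore not known. The values bear on the 3-copy genes in particular, since the fold changes of Erg, Vps26c and Get1 carry standard errors of 0.14 or more in both strains.

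Of the remaining distant values, Zbtb21 was 393 in Dp3Tyb replicate 3 against 432 to 445 in the other Dp3Tyb hearts. The score of G2 and M phase genes was -0.0864 in WT replicate 5 of the Ts1Rhr cohort against 0.0984 to 0.164 in the other WT hearts, so that heart lay among the mutants. Neither library belongs to the 7 with over 10% mitochondrial reads. The score of the 8 genes in 3 copies in Dp3Tyb alone was -0.513 in WT replicate 2 of the Ts1Rhr cohort against -0.102 to -0.0006 in the other WT hearts. In that library Setd4 was at 20.6 against 35.6 to 43.9, and Ripk4 at 31.5 against 50.7 to 64.7. No explanation, technical or biological, was tested for these 3 values, and chance gives more than 3 such values among 136 groups.

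Lung and foregut markers differed between the strains by 3.27 in the score (exact permutation p = 0.0331, adjusted p = 0.595 over 18 sets). The list was written before the data were examined. Krt18 reached 285 and stayed well above 0 in every library, so the heart itself also expresses it, while the other tested markers were near 0 in some hearts. Cdh1 ranged from 0 in Ts1Rhr replicate 3 to 216 in Dp3Tyb replicate 4, and Epcam from 2.28 in WT replicate 2 of the Dp3Tyb cohort to 139 in Dp3Tyb replicate 4. The score lay between -3.17 and -2.39 in WT replicates 2, 4 and 5 of the Dp3Tyb cohort and in Ts1Rhr replicates 1 and 3, and at -0.421 or above in the other libraries. Within groups the markers rose and fell together, with a mean pairwise correlation of 0.663 (permutation p = 0.000999 against 1000 lists matched on expression, the smallest these can give). Depth is argued against, since the score had no relation to total reads (rho = -0.0511, permutation p = 0.831). Uneven amounts of lung bud or foregut tissue dissected with the hearts are consistent with this pattern. A genotype effect on such tissue stays open, but it would have to run in opposite directions in both strains.

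The genes in 3 copies in Dp3Tyb alone differed between strains by 0.71 (exact permutation p = 0.0220), as their copy number would have it. The list contains Tmprss2, which followed the lung and foregut markers, and the difference was 0.35 (exact permutation p = 0.140) with the marker score held. How much of the difference comes from copy number and how much from tissue in the libraries cannot be told apart by this score, because the marker score itself differed between the strains. The single genes C2cd2 (interaction 0.71, limma adjusted p = 0.0292) and Zbtb21 (0.61, limma adjusted p = 0.0358) passed on their own, although reads in their overlap could belong to either gene. Cbr1 had a difference of similar size and scatter (0.58 ± 0.10, SE) that passed with DESeq2 (adjusted p = 0.000218) and not in limma (adjusted p = 0.101). Of 100 splits of genotype within the cohorts, the real one included, 3 gave as many genes in the interaction contrast. One of the others gave 4804 genes.

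Sim2 lay apart from the other 3-copy genes in both strains, and among hearts of 1 genotype it followed the marker score (rho = 0.926, permutation p = 1e-05). With the score held, its log2 fold change was 0.83 in Dp3Tyb (exact permutation p = 0.0238) and 0.67 in Ts1Rhr (exact permutation p = 0.167), against 2.42 and -0.99 without. Tmprss2 went from 1.72 to 0.47 in Dp3Tyb (exact permutation p = 0.214) and from -0.59 to 0.73 in Ts1Rhr (exact permutation p = 0.111), where it has 2 copies. Ripk4, also in 2 copies in Ts1Rhr, went from 0.39 to 0.57 there (exact permutation p = 0.0397). Holding the markers thus raised genes without an extra copy as well, and it does not show the effect of copy number on Sim2. The relation within genotypes is consistent with transcripts from lung bud or foregut in the wide spread of Sim2, and its direction in Ts1Rhr stays open.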

How the results depend on the processing

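The mitochondrial term, the removal of the 7 libraries with over 10% mitochondrial reads and the first version of the 3-copy lists were chosen after seeing the data, and the other alternatives beforehand. No paired analysis was made, because the labels carry no replicate numbers and the numbers used here only name libraries in the order of listing. A fit paired by that order could have been run and was not. Hearts of the same number in a cohort were of the same sex in 10 of 10 cases and on the same side of 10% mitochondrial reads in 9 of 10. Litters or handling shared by neighbours in the list are therefore not excluded, and the tests left any such likeness unused. In both cohorts the E2F and the G2 and M phase scores were lower in every mutant heart than in the WT heart of the same number. Whether pairing would change the unpaired results, such as G2 and M phase in Ts1Rhr (exact permutation p = 0.0873), is not known. Unless a value below shows it, the cause of a change was not tested. The fit of all 20 libraries and the pooled WT control apply to single strains and were not run for differences between strains. Set scores were not run under edgeR and DESeq2. Quantile normalisation moved the median change of all genes by little, from -0.0027 to -0.0043 in Dp3Tyb and from -0.0016 to 0.0027 in Ts1Rhr. The transcript length correction moved it further in Dp3Tyb, to -0.033, and to 0.00089 in Ts1Rhr.

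The 3-copy results kept their direction in all fits. The median log2 fold change in Dp3Tyb lay between 0.49 and 0.58 over 18 alternatives and between 0.51 and 0.55 when 1 library was left out, past the threshold each time. In Ts1Rhr it lay between 0.48 and 0.52, and between 0.47 and 0.52 when 1 library was left out. It missed the threshold only without the libraries of over 10% mitochondrial reads (0.50, exact permutation p = 0.1), where 3 Ts1Rhr and 2 WT hearts remain and 0.1 is the smallest p possible. The difference between strains in the genes of Dp3Tyb alone was then 0.71 (exact permutation p = 0.0571), and with the lung and foregut marker score held it was 0.35 (exact permutation p = 0.140). In the other alternatives and when 1 library was left out it passed, with 0.53 to 0.96. With the lists as first written it was 0.82 (exact permutation p = 0.0119), and the medians were 0.52 and 0.51. The E2F score in Dp3Tyb lay between -0.13 and -0.075 and passed in all 15 alternatives and in the 10 fits without 1 library. The E2F enrichment passed in both strains except with an estimated correlation in camera and with fry.

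The numbers of genes past the threshold moved most. In Dp3Tyb, where 8 passed, 4 passed with no filter, with a sex term and with a ribosomal protein term, 17 in the fit of all 20 libraries, 26 with pooled WT, 57 with array weights, 34 with DESeq2, 51 with a mitochondrial term and 30 without the libraries of over 10% mitochondrial reads. In Ts1Rhr, where 4 passed, 1 passed with a ribosomal protein term, 2 with the plain prior, 11 in the fit of all 20 libraries, 17 with pooled WT, 16 with array weights, 25 with DESeq2, 27 with a mitochondrial term and 0 without the libraries of over 10% mitochondrial reads (496 at an unadjusted p under 0.05), where only 5 hearts remain. In the difference between strains, where 2 passed, 0 passed with no filter, a sex term or the length correction (650, 213 and 248 at an unadjusted p under 0.05) and 1 with a ribosomal protein term. DESeq2 made the most false calls in simulated data, which bears on its higher counts. Leaving out 1 library gave from 2 genes (without WT replicate 1) to 13 (without WT replicate 5) in Dp3Tyb and from 1 (without WT replicate 2) to 6 (without WT replicate 5) in Ts1Rhr. For the difference between strains it gave from 0 (without WT replicate 1 of the Dp3Tyb cohort, 301 at an unadjusted p under 0.05) to 3 (without WT replicate 2 of the Ts1Rhr cohort).

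The NES of oxidative phosphorylation in Dp3Tyb passed at -1.43 and lost the threshold with a mean value of at least 100 (-1.17), quantile normalisation (-0.625), pooled WT (-1.44, adjusted p = 0.0585) and ranking by log2 fold change (-1.41). It turned positive with array weights (1.07) and without the libraries of over 10% mitochondrial reads (0.744), where the score differed by 0.015 and 0.0022. In Ts1Rhr the NES of 1.34 passed with quantile normalisation (1.59), the fit of all 20 libraries (1.46), a ribosomal protein term (1.97) and the length correction (1.62), and was -0.845 without the libraries of over 10% mitochondrial reads. Leaving out 1 library gave an NES from -2.07 (without Dp3Tyb replicate 2) to -0.604 (without Dp3Tyb replicate 5) in Dp3Tyb and from -1.33 (without Ts1Rhr replicate 3) to 2.03 (without Ts1Rhr replicate 5) in Ts1Rhr, where the score difference ran from -0.017 (without Ts1Rhr replicate 3) to 0.064 (without Ts1Rhr replicate 2). The direction of this set therefore depends on single hearts in Ts1Rhr, and in Dp3Tyb on the weight given to libraries.

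The E2F score in Ts1Rhr (-0.10, exact permutation p = 0.0317) missed the threshold with a sex term (-0.098, p = 0.0873, exact), the length correction (-0.099, exact p = 0.0714), a mitochondrial term (-0.076, exact p = 0.0556) and without the libraries of over 10% mitochondrial reads (-0.074, exact p = 0.3). Leaving out 1 library gave from -0.12 (without WT replicate 5) to -0.079 (without Ts1Rhr replicate 5). The difference between strains in the score, near 0 throughout, was 0.0015 with quantile normalisation and 0.0042 with a ribosomal protein term, and from -0.022 (without Ts1Rhr replicate 5) to 0.023 (without WT replicate 5 of the Ts1Rhr cohort). Adjusted p-values of the E2F set were 0.0593 in Dp3Tyb and 0.181 in Ts1Rhr with an estimated correlation in camera, and 0.0859 and 0.106 with fry. Those of oxidative phosphorylation in Dp3Tyb were 0.0588 in camera at 0.01, 0.656 with an estimated correlation and 0.686 with fry. Of the 16 other sets, 0 passed in either strain with an estimated correlation (3 in each at an unadjusted p under 0.05). With fry 0 passed in Dp3Tyb (3 unadjusted) and 1 in Ts1Rhr. Array weights gave 7 in Ts1Rhr, and ranking by log2 fold change gave 6 in Dp3Tyb. Under quantile normalisation 5 were higher and 3 lower in Dp3Tyb, against 6 and 6 otherwise. Without 1 library there were from 7 (without WT replicate 4) to 11 (without WT replicate 1) in Dp3Tyb.

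Other sets changed direction as follows. In Dp3Tyb the NES of hypoxia, -0.800 in the report, was 0.824 with a mean value of at least 100, 1.08 with quantile normalisation, 0.737 with median-ratio rescaling, 0.775 in the fit of all 20 libraries, 1.20 with pooled WT, 1.17 with array weights, 0.804 with edgeR, 0.806 with DESeq2, 0.786 with a mitochondrial term, 0.767 without the libraries of over 10% mitochondrial reads and 0.552 with ranking by log2 fold change. Mitochondrially encoded genes had an NES of 0.924 with a mean value of at least 100, 1.45 with quantile normalisation, 1.78 with array weights and 1.05 with a ribosomal protein term. In fry both of these sets turned (adjusted p = 0.999 each), as did cardiomyocyte markers in Ts1Rhr (adjusted p = 0.959). Cytosolic ribosomal proteins had an NES of -0.782 with pooled WT and -1.10 with the length correction, mitochondrial ribosomal proteins 0.550 with array weights, erythroid markers -1.89 with pooled WT, and endothelial markers -0.874 without the libraries of over 10% mitochondrial reads and -0.639 with ranking by log2 fold change. In Ts1Rhr cardiomyocyte markers had an NES of 0.918 with quantile normalisation and 0.925 with a ribosomal protein term, cytosolic ribosomal proteins 0.886 with array weights, and MYC-driven growth -0.813 with pooled WT and -1.30 with array weights. The tricarboxylic acid cycle had -0.745 with pooled WT, -0.515 with array weights, -0.798 without the libraries of over 10% mitochondrial reads and -0.530 with ranking by log2 fold change. Mitochondrial ribosomal proteins had 0.702 with a ribosomal protein term, 0.599 without the libraries of over 10% mitochondrial reads and 0.449 with ranking by log2 fold change, and hypoxia had -0.999 without those libraries.

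Across the fits that each left out 1 library, the NES in Dp3Tyb ran from -0.328 (without WT replicate 4) to 2.11 (without Dp3Tyb replicate 5) for cytosolic ribosomal proteins, from -1.22 (without Dp3Tyb replicate 3) to 1.03 (without Dp3Tyb replicate 5) for hypoxia, from -2.11 (without Dp3Tyb replicate 3) to 0.488 (without Dp3Tyb replicate 4) for cardiomyocyte markers, from -0.695 (without WT replicate 1) to 1.36 (without WT replicate 4) for endothelial markers, and from -1.93 (without Dp3Tyb replicate 5) to 2.27 (without WT replicate 5) for mitochondrially encoded genes, where both libraries are the ones with the highest share of such reads. In Ts1Rhr it ran from -2.24 (without Ts1Rhr replicate 3) to 0.923 (without Ts1Rhr replicate 2) for cytosolic ribosomal proteins, from -1.48 (without Ts1Rhr replicate 1) to 1.29 (without Ts1Rhr replicate 5) for cardiomyocyte markers, from -1.49 (without Ts1Rhr replicate 3) to 1.33 (without Ts1Rhr replicate 5) for mitochondrial ribosomal proteins, from -1.54 (without WT replicate 5) to 1.11 (without WT replicate 3) for MYC-driven growth, and from -0.613 (without Ts1Rhr replicate 1) to 1.57 (without Ts1Rhr replicate 5) for the tricarboxylic acid cycle.

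Some single genes with changes near 0 also turned. In Dp3Tyb the log2 fold change of Ccnd2 was 0.0088 with quantile normalisation and 0.0016 with pooled WT, and from -0.039 (without Dp3Tyb replicate 1) to 0.00074 (without Dp3Tyb replicate 4). Ccnd3 was -0.010 without the libraries of over 10% mitochondrial reads, and from -0.14 (without WT replicate 5) to 0.17 (without Dp3Tyb replicate 5). In Ts1Rhr Setd4 was 0.00017 with a pseudocount of 0.1, 0.12 with array weights and 0.056 with a ribosomal protein term, and from -0.18 (without WT replicate 2) to 0.085 (without WT replicate 3). Ccnd2 was -0.048 with array weights, and Sim2 was 0.43 with pooled WT and 0.17 with array weights. Prdm15 was 0.012 with the length correction, and from -0.072 (without WT replicate 4) to 0.044 (without Ts1Rhr replicate 2). Without the libraries of over 10% mitochondrial reads Ccnd1 was 0.037 and Zbtb21 was 0.0032. Leaving out 1 library gave Pcp4 from -0.13 (without Ts1Rhr replicate 5) to 0.29 (without Ts1Rhr replicate 3) and C2cd2 from -0.0023 (without WT replicate 4) to 0.088 (without Ts1Rhr replicate 1).

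The correlation across genes of the changes in both strains (r = 0.02) was -0.065 with a pseudocount of 0.1, -0.026 with a ribosomal protein term and -0.023 with a mitochondrial term, and from -0.19 (without WT replicate 5 of the Dp3Tyb cohort) to 0.23 (without Dp3Tyb replicate 5). Over all 17 alternatives it reached up to 0.45, with a smallest permutation p of 0.307. Counting every fit of the results named in this part, other than single genes and the other sets, 511 stayed on their side, 61 counts moved by over 1.5 times, 28 tests were weaker, 8 were stronger and 26 reversed. Among single genes and the other sets, 2181 stayed, 313 were weaker, 85 were stronger and 93 reversed.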

Other observations

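The tests of transcript length, sex, mitochondrial share and lung and foregut tissue, and the reading of the genes ranked highest in one strain in the other strain, were chosen after the results they bear on had been seen. The counts over other splits of the samples and the counts on chromosome 16 were set out before those counts were made, although the fit of both strains together and the mitochondrial term were themselves added after the single-strain results were known.

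For each strain 100 of the 126 distinct splits of its 10 hearts into 5 and 5 were drawn, the real one included. In Dp3Tyb 1 of the 100, the real one, gave as many genes past the threshold. In Ts1Rhr 3 of the 100 did. The largest of these, with 4236 genes, joined WT replicates 1, 2 and 4 with Ts1Rhr replicates 1 and 2, which are the 5 libraries of that cohort with over 10% mitochondrial reads. Another gave 883 genes. The mitochondrial share was thus a far larger source of variation in the Ts1Rhr cohort than genotype. With a mitochondrial term in the fit, the number of genes past the threshold was 27 in Ts1Rhr, of which 11 were outside the duplicated region, and 51 in Dp3Tyb, of which 33 were outside. For the counts outside the region, 3 of 100 splits gave as many in each strain with the term held.

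Genes outside the region moved alike in both strains. The 50 genes outside it that ranked highest in Dp3Tyb by the limma statistic moved the same way in Ts1Rhr for 47 of 50, with a mean change of 0.35 in the Dp3Tyb direction (exact permutation p = 0.00794, the smallest possible), against a mean of 0.54 in Dp3Tyb itself. Of them, 29 had an unadjusted p under 0.05 in Ts1Rhr. The 50 that ranked highest in Ts1Rhr moved the same way in Dp3Tyb for 48 of 50, with a mean change of 0.32 (exact permutation p = 0.00794) against 0.56 in Ts1Rhr, and 18 had an unadjusted p under 0.05. Variants linked to the engineered chromosome are argued against as the common source, since 0 and 2 of the 50 genes lay on chromosome 16 (Fisher's exact p = 1.0 and 0.411), which holds 2.81% of all genes. The 2 cohorts have separate WT hearts, so shared controls do not produce the likeness. Across all genes the correlation of the changes was not beyond permuted genotypes (Spearman's rho = 0.30, permutation p = 0.267), which reached a Pearson's r from -0.64 to 0.56, so a moderate likeness over all genes would not be detectable here. An effect of the genes in 3 copies in both strains is a candidate explanation. A background difference between the engineered lines and their littermates on chromosomes other than 16, or a difference in how mutant and WT hearts were handled, stays open and was not tested.

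To see which genes these were, the mean of the genotype effects in both cohorts was tested in a limma fit of all 20 hearts. In that fit 41 of 15348 genes passed in limma, of which 25 were outside the region, 15 higher and 10 lower, and 1232 genes outside had an unadjusted p under 0.05. Of 100 splits of genotype within the cohorts, 1, the real one, gave as many outside the region. Mal was higher (log2 fold change 0.96, limma adjusted p = 5e-05), as were Entpd1 (0.45, 0.000121), Clec4g (1.15, 0.000756), Gstm1 (0.46, 0.00175) and Itgav (0.24, 0.00296). Ky was lower (-1.05, limma adjusted p = 0.000268), as were Rec8 (-0.64, 0.00195), Rfx5 (-0.50, 0.00721), Meioc (-0.95, 0.00786) and Rbl1 (-0.22, 0.0287). Each of these 10 had the same direction in both strains, which a choice by the mean of both effects favours, so it is no separate evidence. With the mitochondrial term, 7 genes outside the region passed in both strains on their own, all 7 in the same direction: Mal, Entpd1, Itgav and Zfp268 were higher, and Rec8, Rfx5 and Mxd4 were lower. Their log2 fold changes in Dp3Tyb and Ts1Rhr were 1.07 and 0.79 for Mal, 0.45 and 0.46 for Entpd1, and -0.72 and -0.63 for Rec8. These genes may respond to the shared 3-copy genes, and the 1 of 100 splits is the test that bears on it, on the same hearts in which they were found. The genes were chosen after their values had been seen.

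E2F targets were lower in both strains. Of 100 splits, 4 in Dp3Tyb and 3 in Ts1Rhr gave an NES as far from 0. In Dp3Tyb the NES was -3.50 with a mitochondrial term, -2.86 with the length correction and -3.19 with a sex term, and in Ts1Rhr it was -2.99, -3.14 and -3.02, so none of these 3 is its whole source. Lung and foregut tissue is argued against as well, because its markers moved in opposite directions (difference between strains 3.27) while E2F targets fell in both. Over both strains together the E2F score changed by -0.10 (exact permutation p = 0.000472, adjusted p = 0.00449 over 19 sets), the S phase score by -0.14 (exact permutation p = 0.000378, adjusted p = 0.00449) and the score of G2 and M phase genes by -0.13 (exact permutation p = 0.00362, adjusted p = 0.0229). Macrophage markers were higher by 0.26 (exact permutation p = 0.00498, adjusted p = 0.0236), matrix and mesenchyme genes by 0.09 (adjusted permutation p = 0.0335) and epicardial markers by 0.10 (adjusted permutation p = 0.0365). Interferon response genes were higher by 0.21 without passing (exact permutation p = 0.0305, adjusted p = 0.0828). Liver markers, tested only here, changed by -0.05 (exact permutation p = 0.919). Markers of cardiomyocytes (-0.03, exact permutation p = 0.570), endothelium (0.05, exact permutation p = 0.164) and erythroid cells (0.25, exact permutation p = 0.189) did not pass. Lower proliferation in both strains is consistent with these values. A change in the mix of cell types, with more macrophages and epicardium, is not excluded by them, and a small delay in development was not tested. Since Ts1Rhr hearts showed it as well, it does not separate the strains.

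Oxidative phosphorylation behaved otherwise. In 68 of 100 splits in Dp3Tyb and 79 of 100 in Ts1Rhr the NES was as far from 0, and in 38 of 100 for the difference between strains. The enrichment p-values of this set, which take genes as replicates, therefore overstate the evidence. The NES in Dp3Tyb was -1.78 with the length correction, which argues against transcript length as its source. It was -1.71 with a mitochondrial term and 0.744 without the libraries of over 10% mitochondrial reads, so the part of genotype and that of the mitochondrial share cannot be told apart, because the share is high in 1 heart of each genotype and removing them leaves 4 against 4. Over both strains the score changed by -0.00039 (exact permutation p = 0.993). Lung and foregut tissue was not tested as a source of this set and stays open. Its markers had an NES of 2.05 in Dp3Tyb and -2.25 in Ts1Rhr, opposite in sign to the set (-1.43 and 1.34). For the other sets together, 7 of 100 splits in Dp3Tyb and 10 of 100 in Ts1Rhr gave as many sets past the threshold, so those counts are not beyond the other splits.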
